# Sex-dimorphic gene expression and ineffective dosage compensation of Z-linked genes in gastrulating chicken embryos

**DOI:** 10.1186/1471-2164-11-13

**Published:** 2010-01-07

**Authors:** Shaobing O Zhang, Sachin Mathur, Gaye Hattem, Olivier Tassy, Olivier Pourquié

## Abstract

**Background:**

Considerable progress has been made in our understanding of sex determination and dosage compensation mechanisms in model organisms such as *C. elegans*, *Drosophila *and *M. musculus*. Strikingly, the mechanism involved in sex determination and dosage compensation are very different among these three model organisms. Birds present yet another situation where the heterogametic sex is the female. Sex determination is still poorly understood in birds and few key determinants have so far been identified. In contrast to most other species, dosage compensation of bird sex chromosomal genes appears rather ineffective.

**Results:**

By comparing microarrays from microdissected primitive streak from single chicken embryos, we identified a large number of genes differentially expressed between male and female embryos at a very early stage (Hamburger and Hamilton stage 4), long before any sexual differentiation occurs. Most of these genes are located on the Z chromosome, which indicates that dosage compensation is ineffective in early chicken embryos. Gene ontology analyses, using an enhanced annotation tool for Affymetrix probesets of the chicken genome developed in our laboratory (called Manteia), show that among these male-biased genes found on the Z chromosome, more than 20 genes play a role in sex differentiation.

**Conclusions:**

These results corroborate previous studies demonstrating the rather inefficient dosage compensation for Z chromosome in birds and show that this sexual dimorphism in gene regulation is observed long before the onset of sexual differentiation. These data also suggest a potential role of non-compensated Z-linked genes in somatic sex differentiation in birds.

## Background

Many metazoan species have dimorphic sex chromosomes. The imbalanced or differential expression of sex determination genes on the sex chromosomes of a given species controls the genetic cascade that eventually leads to dimorphic development of reproductive organs and secondary sexual characteristics. Different mechanisms of sex determination have been uncovered in genetically tractable systems such as *C. elegans*, *Drosophila *and the mouse [1]. The majority of genes located on the sex chromosomes, however, are not involved in sex determination. Their imbalanced expression in the two sexes can have deleterious consequences in species like mammals [2]. Thus, various species have evolved different mechanisms to equalize the expression levels (dosage compensation) of these genes.

In mammals, the parity of female and male expression of X genes is achieved through inactivation of one whole X chromosome in the female and upregulation of the single X gene copy in both females and males to equalize the expression level with the autosomes [2]. In the fly, both copies of X chromosomes are active in the female [3]. An increase in the expression of the single X gene copy in the male brings the expression level closer to that of the two female copies and close to that of autosomes. In *C. elegans*, transcription from the two active X gene copies in hermaphrodites is first decreased by one-fold to equal that of a single X gene copy in the male [3]. Then, transcription from the two decreased X gene copies in hermaphrodites and the single copy in the male are further increased to equal that of autosomal copies [3].

The avian species represents an interesting but poorly understood system in which the homogametic karyotype (ZZ) corresponds to the male, while the heterogametic karyotype (ZW) corresponds to the female [4,5]. This is in contrast to mammals or *Drosophila*, in which the homogametic karyotype (XX) represents the female and the heterogametic (XY) represents the male. It is currently unclear whether the male sex is determined by the presence of the two Z chromosomes, or whether the female sex is defined because of the presence of the W chromosome [4,5]. Recently, microarray-based, genome-wide, gene-profiling studies of male and female adult zebra finch and chicken embryos have demonstrated that a majority of genes located on the Z chromosome are not dosage-compensated, and thus are expressed at a much higher level in males than in females [6-12]. The lack of compensation of Z genes could lead to an increase in expression of male determinants in ZZ individuals, ultimately leading to male sex determination. Consistent with this idea, DMRT1, a Z-linked gene was recently shown to be required for male gonadal sex determination [13]. Alternatively, it has been proposed that the PKCIW gene (also known as HINTW), which is located on the W chromosome, is involved in female sex determination [14,15] and inhibits the activity of its homolog on the Z chromosome, PKCIZ. This hypothesis is closer to what is observed in mammalian sex determination in which the male sex is defined by specific male determinants, such as the *sex determining region Y *(*Sry*) gene located on the Y chromosome [16]. The functional significance of PKCIW in female sex determination remains, however, unknown.

Here, we use chicken whole-genome Affymetrix microarrays to compare gene expression profiles of the primitive streak of individual male and female gastrulating chicken embryos at day 1 of incubation. This is a critical stage at which axis formation and neural, ectodermal, mesodermal and endodermal patterning begin. Dosage compensation is observed already at this stage for a small portion of Z-linked genes. Compared to dosage compensation of Z-linked genes as reported during the late stages [8], dosage compensation of Z-linked genes at this stage shares similarities, such as an enrichment at the male hypermethylated (MHM) region, but differs in terms of which genes are compensated. It indicates a temporal regulation of dosage compensation in the chicken. We also report that a large number of genes, which reside mainly on the Z and W chromosomes, are dimorphically expressed between male and female embryos. Surprisingly, functional annotation of the male-biased Z genes revealed significant enrichment in the genes involved in male sex determination/differentiation. We conclude that the lack of Z chromosome-wide dosage compensation may be part of the mechanism of sex differentiation at early stages when there is no obvious morphological difference between sexes.

## Results and Discussion

### Sex-biased gene expression in Hamburger and Hamilton Stage 4 chicken embryos

We analyzed 18 samples dissected from the anterior primitive streak region in 18 independent Hamburger and Hamilton Stage 4 (HH4) [17] chicken embryos. Expression of the female-specific PKCIW gene indicates that nine samples are female, while the other nine, which lacked this expression, are male [15]. Total RNA was extracted, amplified, labeled and hybridized to Affymetrix GeneChip® Chicken Microarrays. 

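The arrays came from 9 male and 9 female White Leghorn embryos, with 1 array for each embryo and no technical repeat. A square of tissue of 400 micron a side was cut from each embryo at the 70% to 90% level of the primitive streak, after 23 h of incubation at 38°C. The sample records add 3 h in culture at the same temperature. The paper states that some of the embryos had been electroporated, and the sample labels do not name them. It reports that these did not differ statistically from controls of their sex in the dimorphic genes, and pools all samples. The values were the authors' MAS5 signals of 38535 probesets, each array scaled to a trimmed mean of 500, with no unit beyond this scaling. Throughout, a signal is given as mean ± SD over the 9 embryos of a sex, and the M:F ratio is the ratio of these means.

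The W-linked gene HINTW, which is named PKCIW in the paper, had a signal of 29332 ± 2545 in females and 18.2 ± 22.1 in males. The authors assigned sex from this gene, so its difference between the sexes was fixed by that choice. Present calls were not part of the table of values. A detection level of 129 was therefore used, which is the level at which 14548 probesets, the paper's number, have a 9th-highest signal that reaches it. Another 111 of the 689 Z-linked probesets of Additional file 5 lie below this filter and were kept, so 14659 probesets were tested on log2 signals with limma, 2-sided. Male-higher and female-higher mean an adjusted p under 0.05, and biased adds a ratio of means over 1.5. Genes and chromosomes were taken from the GRCg7b annotation, and positions along Z from Additional file 5.

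Array quality was close in both sexes. The median signal of expressed probesets was 605 ± 9.85 in males and 596 ± 8.85 in females (exact permutation p = 0.048), and between 13808 and 15268 probesets reached the detection level in each embryo. The ratio of 3' to 5' signal of GAPDH was 2.94 in males and 2.85 in females (exact p = 0.717). The first principal component, with 17.3% of the variance, did not separate the sexes (exact p = 0.145), and female 9 and males 5, 6 and 8 stood apart on it. The second component, with 13.4%, separated every male from every female (exact p = 4.11e-05, the smallest that splits of 9 against 9 can give).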

Microarray expression data were processed as described in Methods. Only the 14548 probesets that were detected as "Present" in at least nine of the 18 samples were retained for further analysis. Significance Analysis of Microarrays (SAM) test [18] was used to determine which genes were significantly overexpressed in males compared to females. The ratio of mean values of expression of males and females (M:F) of each probeset was also computed. Among the 14548 probesets, 406 probesets (246 genes) are expressed significantly higher in males than in females with a false discovery rate (FDR) of 5% (Additional file 1), while 275 probesets (179 genes) out of the 406 probesets differentially expressed in males have a M:F ratio greater that 1.5 and smaller than 3.2. These 275 probesets were considered, hereafter, as dimorphically male-biased (Additional file 2). 

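Male embryos had higher signals of 374 probesets, which belong to 242 genes. The largest M:F ratios were those of MCC, at 3.13, and of CHD1, a chromatin remodelling factor, at 2.75 (4800 ± 1148 in males and 1744 ± 741 in females). A dimmer AMACR probeset (M:F ratio 2.49), POC5 (2.43), the mitochondrial ribosomal protein gene MRPL50 (2.34), NUDT2 (2.34) and RAD1 (2.23), a DNA damage checkpoint gene, were among those that followed. The signal of MRPL50 was 4562 ± 489 in males and 1951 ± 282 in females, with every male above every female (exact p = 4.11e-05). In limma the adjusted p was 9.0e-08 for MRPL50, 2.5e-05 for CHD1 and NUDT2, 2.7e-04 for POC5 and 1.8e-05 for RAD1. MCC was less sure, with an adjusted p of 0.012, a signal over the detection level in only 5 of 9 females, and 1 male well below the other 8.

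Of these probesets, 278 of 190 genes also had a ratio over 1.5 and were male-biased. The paper's 406 male-higher probesets included 404 that were tested here, and 358 of them were male-higher by limma. Of the paper's male-biased probesets 265 were also male-biased here.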

Four probesets (three genes) are located on autosomes 1, 2, 10 and 11, and 11 probesets are unassigned on chrUn_random, while nine are of unknown chromosome location. The majority of the dimorphic probesets (251 probesets, 170 genes) are on the Z chromosome (Figure 1a).

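The male-biased probesets were mostly Z-linked: 250 of the 278 (89.9%, exact binomial 95% interval 85.8% to 93.2%) belong to the Z set of Additional file 5. That set makes up 4.70% of the probesets tested. Of the other 28, 17 read a gene that GRCg7b places on Z, among them PELO and BTF3, and 8 have no placed gene. Only BBS4 on chromosome 10 and NR2C1 and SETDB2 on chromosome 1 were autosomal. Within the Z set 36.3% of probesets were male-biased, against 0.200% of all others (Fisher exact 2-sided p = 2.4e-316, odds ratio 283). Fisher's test takes probesets as independent, and several probesets of a gene are not.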

**Figure 1:**
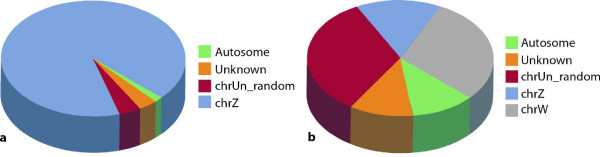
**Chromosomal distribution of dimorphically expressed genes**. (**a**) The distribution of male-biased genes with M:F ratios greater than 1.5. Total probeset number is 275. (**b**) The distribution of female-biased genes with F:M ratios greater than 1.5. Total probeset number is 27.

When computing the F:M ratios of mean expression levels of the 14548 probesets, 35 were detected as being expressed significantly higher in females with a FDR of 5% (Additional file 3), while 27 out of the 35 probesets differentially expressed in females exhibit a F:M ratio greater than 1.5. These 27 probesets are regarded as dimorphically female-biased (Additional file 4). 

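Female embryos had higher signals of 41 probesets, which belong to 21 genes where a gene is placed, and 30 of them were female-biased. After HINTW large differences were those of HNRNPKL, a W-linked copy of the gene of an RNA-binding protein, of LOC374195, the W-linked copy of CHD1, and of LOC426615, also on W. The brightest HNRNPKL probeset had a signal of 1797 ± 1027 in females and 5.77 ± 9.01 in males, and LOC374195 had 998 ± 218 and 11.7 ± 8.93. No male reached the detection level for these genes, so only lower bounds of the fold can be given: at least 12.4-fold for HNRNPKL, 7.57-fold for LOC374195 and 5.24-fold for LOC426615. Their adjusted p from limma was 4.6e-09, 2.5e-10 and 3.3e-08. A stricter filter, with at least 10 of the 18 embryos over 2 times the detection level, left 17 female-higher and 3 female-biased probesets, since it removes genes that males do not express. Of the paper's 35 female-higher probesets 30 were tested here, and 28 of these were female-higher.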

Three probesets are on chr1, four on chrZ, nine on chrUn_random, three are of unknown location and eight are on chrW (Figure 1b). 

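By the GRCg7b annotation 13 of the 30 female-biased probesets read a gene on W. These are HINTW, HNRNPKL, LOC374195, UBE2R2L, UBAP2L2, LOC426615, LOC430910 and LOC107049459. HINT2 was the only one on Z, with 8252 ± 1058 in females and 5406 ± 770 in males (log2 difference -0.61, SE 0.10, adjusted p = 6.0e-04). Another 4 were autosomal: SPATA5 on chromosome 4 (F:M ratio 2.26), FEZ1 on chromosome 24 (1.62), USP42 on chromosome 14 (1.57) and STAG1 on chromosome 9 (1.52). SPATA5 was over the detection level in 2 males and 9 females, and its other probeset had an M:F ratio of 1.07 (adjusted p = 0.914). No placed gene was found for the remaining 12. All 41 female-higher probesets together gave 13 on W, 13 on autosomes, 1 on Z and 14 without a placed gene.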

Since the W chromosome is only partially sequenced and annotated at present, it is likely that at least some of the nine probesets (aligned on chrUn_random) with F:M ratios higher than four are also on the W chromosome. Among these genes, interesting candidates include the transcription factor BTF3, which shows a F:M ratio of 130 and was identified as a transcriptional co-activator for the estrogen receptor [19]. 

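The female-higher probeset that the paper names BTF3 reads LOC430910, which GRCg7b places on W. Its signal was 5796 ± 720 in females and 44.4 ± 25.1 in males, and every female was above every male. No male reached the detection level, so the difference is at least 44.7-fold (adjusted p = 5.5e-10 in limma). The Z-linked BTF3 went the other way, with 4981 ± 546 in males and 3209 ± 403 in females, an M:F ratio of 1.55 (adjusted p = 7.6e-05).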

The STAT-related gene NP_001012932.1, which shows a F:M ratio of 7, is also of interest since STAT5 was implicated in sexual dimorphic growth downstream of growth hormones in mammals [20].

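The STAT-related gene had a signal of 236 ± 49.4 in females and 33.8 ± 19.8 in males. All 9 females and no male were over the detection level, so the fold is known only as at least 1.80. Its adjusted p from limma was 2.6e-05. A single male with almost no signal lowered the male mean, and the probeset has no placed gene in GRCg7b.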

An obvious difference between the male- and female-biased/dimorphic probesets is the value of the M:F ratio (mean 1.75) and F:M ratio (mean 95.2). While the male-biased probesets are detected in males at a level ~one-fold higher than in females, the female-biased probesets exhibit a much higher increase. This difference may be explained as the result of a majority of male-biased genes being located on the Z chromosome, which has two gene copies in males and only one copy in females. 

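The M:F ratio of the 278 male-biased probesets averaged 1.75 ± 0.214 (SD over probesets), with a median of 1.72. It was under 2 for 253 of them and over 3.2 for none. The F:M ratio of the 30 female-biased probesets had a median of 9.10 and a mean of 85.7 ± 295, and it was under 2 for only 6. Of these 30 probesets 21 had no male over the detection level, so their ratios rest on background signal in males and have no fixed size. HINTW alone, at an F:M ratio of 1613, accounts for most of the mean.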

Among the female-biased genes, those on chrUn_random may be not-yet-annotated genes on W chromosome. If so, the bulk of the female-biased genes would be on W, which has one copy in females but is absent in males. However, the expression of chr1 genes with F:M ratio greater than 2 cannot be attributed to the difference in gene copy number.

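The 3 probesets that the paper places on chromosome 1 had higher signals in females, but only 1 was bright. It had 357 ± 52.4 in females and 216 ± 56.0 in males, an F:M ratio of 1.66 (adjusted p = 0.0038 in limma), and has no placed gene. The 2 probesets with a ratio over 2 were dim and not tested. LOC427010, which GRCg7b places on W, had 123 ± 24.6 in females and 28.6 ± 25.4 in males, with 3 females and no male over the detection level. The last had 100 ± 16.8 in females and 20.9 ± 14.6 in males, and no embryo reached the detection level. Every female was above every male for both (exact p = 4.11e-05). No fold is given for either because their male signals are background.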

### Absence of chromosome-wide compensation of Z-linked genes

Therefore, it appears that already at the gastrulation stage, male-biased genes are overrepresented on the Z chromosome over autosomes. To determine if this over-representation is statistically significant, we used a Wilcoxon Rank Sum Test on the distribution of log_2 _(M:F) values for genes from autosomes and Z chromosomes. A *p value *of < 2.2e-16 was obtained, which supports the significance of overrepresentation of the male-biased genes on Z. This is consistent with other results [7,9-11]. The mean M:F ratios of all expressed genes on 28 autosomes were plotted together with the mean M:F ratios of expressed Z genes. The mean M:F ratio of autosomes is close to zero on the log_2 _scale, while the mean M:F ratio of Z is 0.51 (Figure 2a). This suggests that the Z chromosome-linked genes are not well equalized/compensated between males and females.

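Z-linked genes as a group had lower signals in females than in males. The mean log2 signal of the 689 Z-linked probesets, less that of the autosomal probesets of the same embryo, was -0.24 ± 0.04 in males and -0.77 ± 0.04 in females. The difference of 0.53 corresponds to a ratio of 1.45, where autosomes had a mean log2 M:F ratio of -0.02. The lowest male, at -0.29, was above the highest female, at -0.72 (exact permutation p = 4.11e-05). Among chromosomes 1 to 28 the mean log2 M:F ratio lay between -0.03 on chromosome 7 and 0.10 on chromosome 16, which has only 24 probesets. W stood apart with a mean of -3.95 over 18 probesets, 2 of them male-higher. For most of the 18 the male signal is background, so the size of this mean is not fixed.

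**Figure D1:**
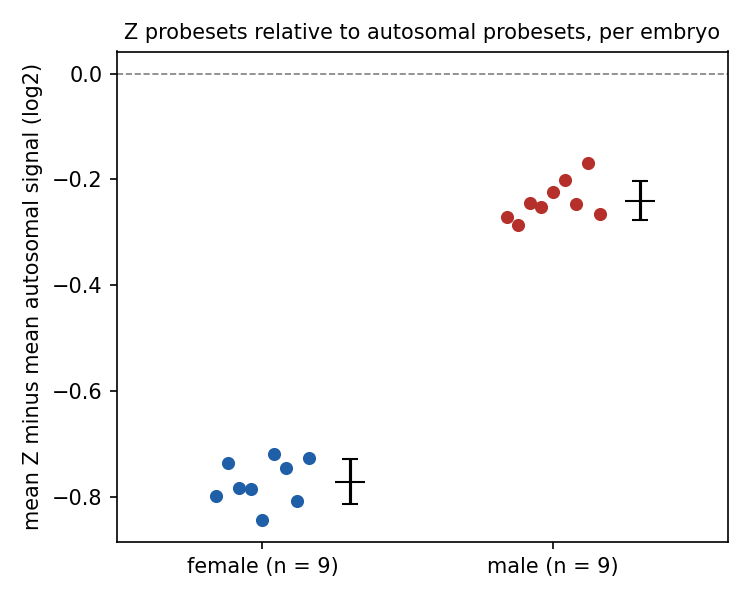
Mean log2 signal of Z-linked probesets minus that of autosomal probesets in each embryo. Points are single embryos, 9 females and 9 males, and bars give mean ± SD.

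In the set 338 probesets (49.1%) were male-higher and 346 were not called. From the mean ratios of the chromosomes the paper proposes that Z-linked genes are not well equalized between the sexes. It then compares Z with the autosomes within each sex, proposes that the high M:F ratio arises from low expression of the single Z copy in females, and states that compensation is absent or ineffective over the chromosome as a whole.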

**Figure 2:**
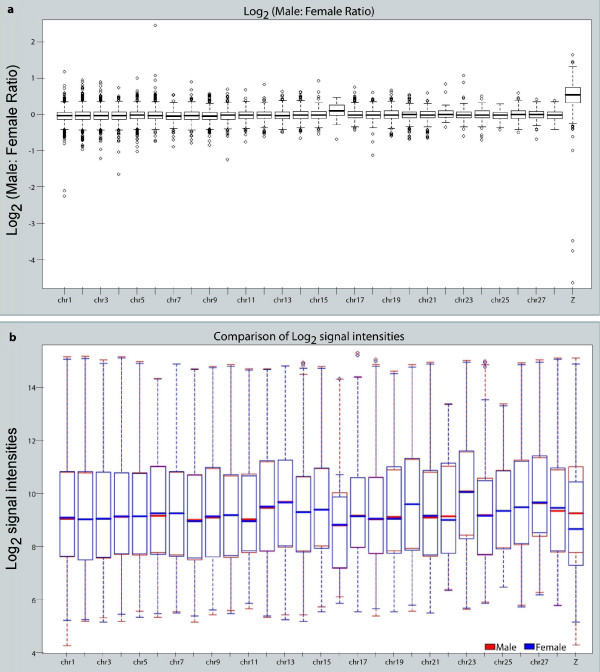
**Comparison of M:F ratios and expression levels of Z-linked genes to those of autosomal genes**. (**a**) The average values of M:F ratios for autosome chr1-chr28, along with that of Z chromosome. Values are represented on log2 scale. (**b**) The distribution of the expression level of genes on autosome chr1 to chr28 and on chrZ in female (blue) and male (red). Values are represented on log2 scale. For simplicity, the W chromosome is not included. Chromosome 32 is not annotated and thus not included in this analysis.

To determine if this M:F ratio of Z genes can be explained by a global increased expression of Z chromosome genes compared to autosomes in males or by a decreased expression on the single Z chromosome in females, the mean expression levels of autosomal genes in comparison with Z genes in both females and males were plotted. In males, the expression level of Z genes is similar to that of autosomes (*P*-value 0.226, Wilcoxon Rank Sum Test). However, in females, there is a significant decrease in the expression of Z genes compared to autosomal genes (*P*-value 1.107e-07, Wilcoxon Rank Sum Test) (Figure 2b). This is in sharp contrast to all three different situations in mammals, flies and worms, and is consistent with the results reported in older embryos [6,7,9], indicating that the high M:F ratio of Z genes is achieved through the relatively low expression of genes from the single copy on Z in females. 

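Z-linked probesets had lower median signals than autosomal probesets in each of the 18 embryos. The Z median minus the autosomal median was -0.75 in females and -0.17 in males, as log2, with an SD over embryos of 0.05 and 0.04. Wilcoxon tests over probesets, 2-sided with n = 689 on Z and n = 11055 on autosomes, gave p = 2.5e-22 in females and p = 0.0032 in males. They take probesets as independent, and several probesets of a gene are not. With 1 probeset for each gene the male difference was -0.12 and its p was 0.289. The Z set holds 111 probesets below the detection filter, while every autosomal probeset passed it. When Z was held to the same filter (n = 578), a choice made after these values were seen, the Z median was 0.37 above the autosomal median in males (p = 1.4e-05) and -0.23 from it in females (p = 0.0038). The direction in males therefore depends on which dim Z probesets are counted, and the direction in females does not.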

In other words, dosage compensation between females and males, and between Z chromosome and autosomes, is either nonexistent or ineffective at the chromosome-wide level.

### Regional differences in the distribution of compensated gene expression along the Z chromosome

Not all genes of the Z chromosome show a male-biased expression, raising the question as to what extent dosage compensation occurs in these genes. If dosage compensation occurs for Z genes, ideally, a M:F ratio of 1 is expected. We extracted all Z-linked probesets from the 14548 analyzed. In total, 689 Z-linked probesets (387 genes) are expressed in day 1 embryos. The M:F ratios of these probesets were computed (Additional file 5) and plotted as a function of position along the Z chromosome (Figure 3a). A prominent feature of the M:F ratio pattern is that the ratios are quite heterogeneous. The majority exhibit a value between 1 and 2. This is different to the situation in which all genes are compensated (M:F = 1), and the situation in which all genes are non-compensated (M:F = 2). 

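An M:F ratio between 1 and 2 was found for 627 of the 689 Z-linked probesets (91.0%). SMAD2, a signal transducer of activin and Nodal, had a ratio of 2.00 (3885 ± 479 in males and 1943 ± 311 in females), and NDUFS4, a subunit of respiratory complex I, had 1.98 (1784 ± 273 and 900 ± 140). Both passed the limma test, with adjusted p of 3.9e-06 and 6.4e-06. Near the other end ATP5F1AZ, an ATP synthase subunit, had a ratio of 1.20 (adjusted p = 0.032). Another 30 probesets reached 2 or more and 32 had a ratio of 1 or less. The 95% interval of the log2 difference excluded 0 for 510 probesets and excluded 1, a full double dose, for 455. Both values were excluded for 308 probesets, of which 298 had a ratio between 1 and 2.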

The fact that the major peak of M:F ratio is centered at 1.52 (log_2 _= 0.6) suggests that dosage compensation in day-1 chicken embryos is not either all or none (Figure 3b) [6,8]. The probesets with ratios of 0.8-1.3 were considered as compensated (Additional file 6), while the probesets with ratios above 1.5 were not (Additional file 7). 189 probesets (114 genes) and 309 probesets (193 genes) were found to be compensated and non-compensated, respectively. Compensated and non-compensated genes are distributed across the whole Z chromosome. 

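Compensated probesets, with an M:F ratio from 0.8 to 1.3, numbered 200 (29.0%, 122 genes) and non-compensated ones, with a ratio over 1.5, numbered 309 (44.8%, 202 genes). PLPP1, named PAP2a in the paper, is in the compensated class at 1.23, although it was male-higher with 26327 ± 2265 against 21433 ± 1992 (adjusted p = 0.030). VCP, a protein of membrane and protein turnover, lay just inside the non-compensated class at 1.50, with 20552 ± 1118 in males and 13663 ± 1012 in females (adjusted p = 4.0e-06). Both classes occurred in every 5 Mb of Z, with 6 to 25 compensated and 8 to 31 non-compensated probesets. The remaining probesets were 171 between the classes and 9 with a ratio under 0.8.

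The class of a single probeset was only partly stable over embryos. Of 232 probesets compensated in the odd-numbered embryos 135 were also compensated in the even-numbered ones, and 45 became non-compensated. Of the 200 compensated probesets, the interval excluded equal expression for 54, double expression for 187 and neither for 13. It excluded double expression for 114 of the 309 non-compensated probesets. With 1 probeset for each gene the classes held 96 and 177, and the stricter filter left 104 compensated.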

The ratios display roughly a bell-shaped distribution pattern with a single peak of 0.6 at log_2 _(ratio) and two shoulders at 0.4 and 0.8, respectively (Figure 3b). The shoulder at 0.4 corresponds to the probesets classified as compensated (M:F ratio 0.8-1.3). The major peak and the other shoulder consist of probesets classified as non-compensated (M:F ratio >= 1.5). Thus, the distribution is trimodal rather than bimodal as observed in the embryonic brain, heart [9] and liver [7] during later embryonic stages. It appears closer to the distribution pattern observed in the embryonic brain [7].

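The log2 M:F ratios of Z-linked probesets formed a single peak at 0.57 (95% bootstrap interval 0.53 to 0.61), which is a ratio of 1.48. Of 1000 bootstraps of the probesets 717 gave 1 peak, 223 gave 2 and 60 gave 3 or more. Normal mixtures chosen by BIC had 2 components, of which 1 at 0.54 held 99.2% of the probesets and the other, at -0.43, held 0.820%. Bootstraps of the mixture gave 1 component in 486 cases, 2 in 458 and 3 in only 39. The highest density lies above the upper limit of the compensated class, at 0.38. The median SE of a probeset's log2 difference was 0.142, so narrow peaks could not be resolved with 9 embryos of each sex.

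**Figure D2:**
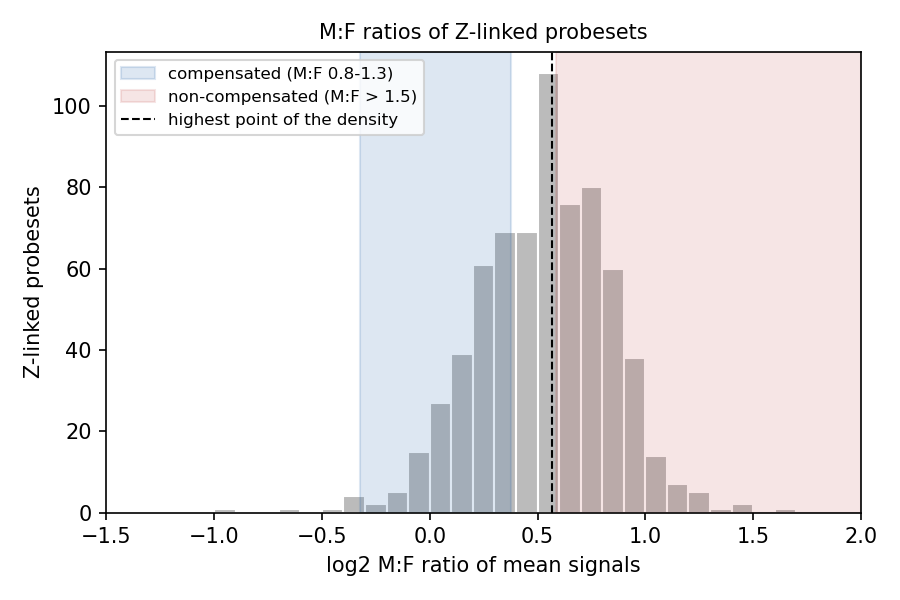
Distribution of the log2 M:F ratio of Z-linked probesets in steps of 0.1. Shaded ranges are the compensated and non-compensated classes, and the dashed line is the highest density. There are 3 Z-linked probesets outside the plotted range.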

**Figure 3:**
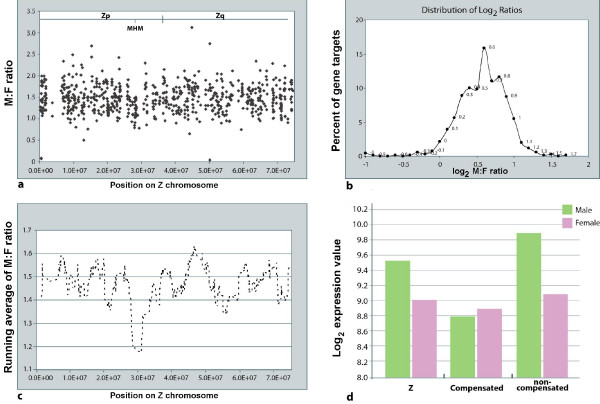
**Distribution of M:F ratios and average expression levels of Z-linked genes**. (**a**) The distribution of M:F ratio (Y axis) as a function of position on Z chromosome (X axis). Zp arm, Zq arm, centromere and MHM region of Z chromosome are indicated. (**b**) The percentile distribution (Y axis) of Z genes as a function of ratio values (X axis, log2 scale). (**c**) The trend of M:F ratio distribution is represented as running averages of 30 consecutive ratios positioned at the median position of the 30 ratios. (**d**) The average expression level (Y axis, log2 scale) of all expressed Z genes (Z), compensated Z genes (Compensated) and non-compensated Z genes along with autosomal genes in females and males.

In chicken embryos, dosage compensation with a M:F ratio of expression of 1:1 occurs in a small portion of Z-linked genes that are mostly associated with the male hypermethylated MHM [8,21]. To examine the distribution trend of M:F ratios across the Z chromosome position, the running averages of ratios were calculated as previously described [8]. In agreement with these two studies, a major valley with compensated genes enriched at MHM region was observed (Figure 3c). This region corresponds to a short genomic region located on the Z chromosome, which is hypermethylated in males and, which in females, produces a large non-coding RNA that remains associated with the MHM region. 

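Probesets of the MHM region, taken as 25 to 30 Mb, had lower M:F ratios than the rest of Z. This window holds the paper's MHM mark and was set after the paper's ratios along Z had been seen. The p-values for it are therefore not independent of that choice. Their mean log2 ratio was 0.30, against 0.53 elsewhere, and 22 of the 44 (50.0%) were compensated, against 178 of 645 (27.6%, Fisher exact p = 0.0030). Genes of the region with ratios near 1 include SMARCA2 (0.935), UHRF2 (1.07 and 1.24), KDM4C (1.08) and RFX3 (1.09). PTCD2 (1.92), TMEM171 (1.79) and MRPS27 (1.75) were male-higher within it, so the region was not uniform. These 7 genes were picked after their values were seen. The region's signal relative to the rest of Z was -0.54 ± 0.06 in males and -0.31 ± 0.10 in females (difference -0.23, exact permutation p = 1.2e-04). A circular permutation, with a window of as many probesets moved around Z in 689 steps, gave p = 0.0058. The difference shrank to -0.14 for 25 to 35 Mb and to -0.09 for 20 to 35 Mb.

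**Figure D3:**
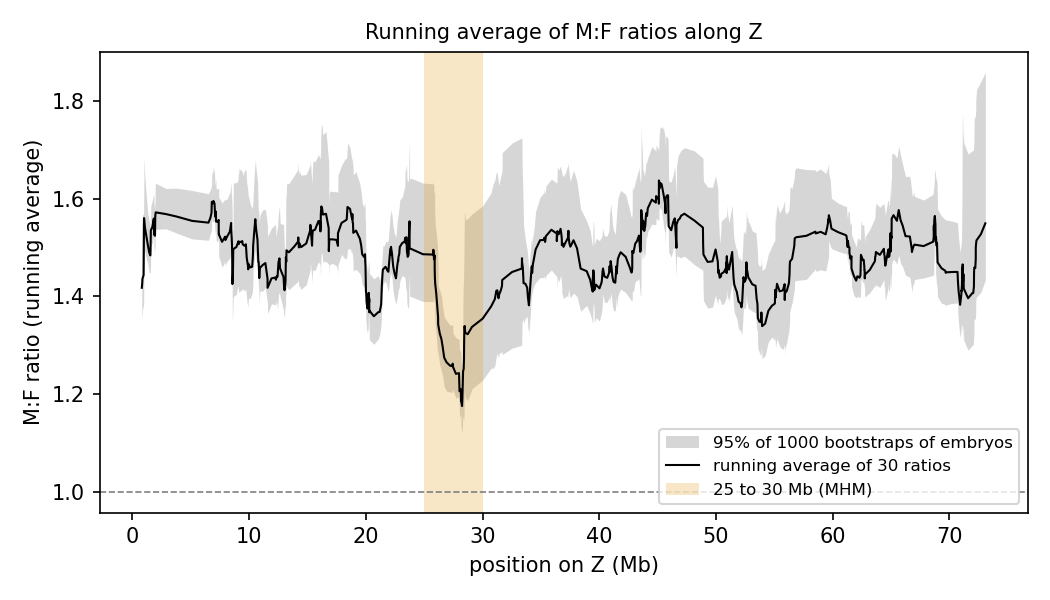
Running average of 30 M:F ratios along the Z chromosome. The band holds 95% of 1000 bootstraps of the embryos, and the shaded range is 25 to 30 Mb.

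The running average of 30 ratios was lowest at 28.2 Mb, at 1.18 (bootstrap SD 0.030). The lowest point lay within 5 Mb of the middle of the region in 998 of 1000 bootstraps of the embryos.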

The W chromosome is required for the transcription of the female-specific MHM transcript, supporting the possibility that in the chicken, sex determination requires the W chromosome [21]. The MHM non-coding RNA was shown to be expressed in HH5 to HH6 female chicken embryos [21]. However, there is no probeset in the Affymetrix GeneChip that detects MHM non-coding RNA. Thus, we do not know whether MHM non-coding RNA is already expressed in HH4 chicken embryos.

We compared the results of compensated and non-compensated gene lists to those of Itoh [7] and Melamed [8]. Valley and peak genes from the Melamed *et al*. study were compared with compensated and non-compensated genes in this study, respectively. Thirteen out of 61 Melamed valley genes were shared with the compensated genes and six with non-compensated genes, and 32 of 121 Melamed *et al*. peak genes were shared by non-compensated genes and eight with compensated genes from our study. Many of the peak and valley genes of the Melamed study were not expressed in our dataset (data not shown). Genes with a M:F ratio > 1.5 were extracted from the brain study of Itoh *et al *and compared to the male-biased probesets (see additional data file 2 of Itoh *et al*, 2007). Of the 277 male-biased probesets from Itoh *et al*, 157 (56%) were represented in the male-biased set in our study (data not shown). Interestingly, the major Zq peak centering on position 6.0 × 10^7 ^bp observed in E14 embryonic brain, heart and liver [8] and E10, E15, E19 adult brain and gonad tissues [8] is not observed in our study (Figure 3c). Only 40 of the 121 genes of the peak identified as non-compensated [8] were identified in this analysis. In contrast, a major peak is observed at a different position around 4.6 × 10^7 ^bp on the chromosome arm Zq in our study (Figure 3c). Furthermore, genes distally located to the MHM on Zp are expressed at relatively higher M:F ratios, with multiple peaks in contrast to the levels reported in the brain, heart and liver tissues of E14 embryos (Figure 3c) [8] and E10, E15, E19 adult brain and gonad tissues [8].

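The running average was highest at 45.1 Mb, with a ratio of 1.64 (bootstrap SD 0.064). Genes in this stretch include LYRM7 (M:F ratio 1.90), SPTLC1 (1.89 and 1.73), WDR36 (1.83 and 1.65), ROR2 (1.74) and MCC, while HINT2, at 0.655, is female-higher. Apart from MCC and HINT2 they were picked after their values were seen. MCC alone has a ratio far above its neighbours and rests on low female signals. The highest point lay within 2.5 Mb of 46 Mb in 455 of 1000 bootstraps of the embryos, and within 2.5 Mb of 60 Mb in 20. At 46 Mb the average was 1.54, and at 60 Mb it was 1.54 (difference 0.0049, 95% interval -0.077 to 0.107). With 1 probeset for each gene the highest point moved to 48.2 Mb, at 1.61.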

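Before the MHM region, up to 25 Mb, the 261 Z-linked probesets had a mean M:F ratio of 1.49. The running average there was highest at 6.94 Mb, with a ratio of 1.595. From 30 Mb to the other end the 384 probesets had a mean of 1.48. The stretch from 15 to 20 Mb had the highest mean of the 5 Mb steps, at 1.58, and the step from 10 to 15 Mb the lowest on this side, at 1.42. No other tissue or stage was measured on these arrays.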

Using brain and gonad tissues collected from E10 to adult stages, Mank & Ellegren [11] computed the "amplitude" of gene expression on Z chromosome. They reached the conclusion that Z chromosome dosage compensation does not have enrichment at the MHM region and is not subject to temporal regulation within the same tissue type. This different conclusion was a result of using "amplitude" instead of "M:F ratio" and a different view on whether genes with low (female-biased) M:F ratios should be considered as compensated [22,23]. We computed the same "amplitude" profile of Z-linked genes in addition to the "M:F ratio" profile. The result showed that the valley at MHM region still existed (Additional file 8). This argues that at least in gastrulating chicken embryos, dosage compensation is enriched at the MHM region. These results support the existence of temporal differences in the regulation of the compensated and non-compensated genes during embryonic development. Similarly, dosage compensation in the mouse is also a temporal process. 

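The size of the difference between the sexes, whatever its direction, was also smallest at the MHM region. Its running average on the log2 scale was lowest, at 0.29 (bootstrap SD 0.024) at 28.2 Mb, and this lowest point lay within 5 Mb of the middle of the region in 992 of 1000 bootstraps. The mean size was 0.36 from 25 to 30 Mb and 0.57 over the rest of Z. DMRT1 lies within this stretch, at 26.7 Mb. Only 16 of the 44 probesets there were male-higher, and 10 of the 44 are below the detection filter.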

In undifferentiated female and male mouse embryonic stem cells and embryonic blastocysts, the F:M ratio of X-linked genes is 1.61. In differentiated cells, the F:M ratio drops to 1.10 [24]. Although the major peak at 6.0 × 10^7 ^bp is observed regardless of tissues types in later stage embryos [8], comparing undifferentiated tissues at gastrulation stage with differentiated somatic and gonadal tissues at E10 and later stages may not be directly relevant. Thus, we cannot rule out that the difference in dosage compensation patterns between gastrulation stage embryos and much later stage embryos is also tissue specific.

To further investigate the behavior of compensated and non-compensated genes, the expression levels of compensated and non-compensated probesets along with probesets on the entire Z chromosome in females and males were plotted. The mean expression levels of compensated and non-compensated genes on the Z chromosome in females were similar. The mean expression level of compensated genes in the male is similar to that of the female. However, the mean expression level of non-compensated genes in males is twice to that in females (Figure 3d). These findings support the conclusion that within the Z chromosome, dosage compensation is achieved through relative downregulation of the expression of the two copies of Z genes in the male, but not through upregulation of a single copy of Z genes in the female.

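Compensated probesets had a mean log2 signal of 8.81 ± 0.05 in males and 8.62 ± 0.05 in females, which is 1.14-fold higher in males. Non-compensated probesets had 9.76 ± 0.04 and 8.96 ± 0.05, which is 1.75-fold higher in males. All males were above all females in both classes (exact permutation p = 4.11e-05), which were chosen on this ratio. Classes were also set on the odd-numbered or even-numbered embryos alone, 5 or 4 of each sex, and measured on the others. The difference in compensated probesets was then 0.33 on the log2 scale both ways, and in non-compensated ones it was 0.69 and 0.72. Such classes hold partly other probesets, so 0.33 is not the value of the class of 200. Autosomal probesets had 9.62 ± 0.03 and 9.64 ± 0.03, with no difference between the sexes (exact p = 0.329). The compensated class was below the non-compensated class in every embryo, with a log2 difference of -0.95 ± 0.07 in males and -0.34 ± 0.07 in females (exact sign-flip p = 0.0039 in each sex, the smallest that 9 embryos can give).

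The classes hold different probesets, and the compensated class holds more probesets below the detection filter, 52 of 200 against 27 of 309. With the stricter filter the order in females was reversed, and the compensated class was higher by 0.64. Classes set on odd-numbered embryos and measured on even-numbered ones gave -0.37 in females (exact sign-flip p = 0.125), and the other way round -0.12 (exact p = 0.0625), where 4 or 5 embryos cannot give a smaller p. These p-values too leave out the spread between probesets.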

### Dimorphic expression of genes implicated in sex determination and physiology during early embryonic development

The determinants that control sex determination in birds are unknown [5]. In mammals, the *Sry *gene on the Y chromosome initiates a gene cascade that induces differentiation of the gonads into testes [16]. There is currently no evidence of the existence of an SRY ortholog in the chicken. 

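SOX3, on chromosome 4, did not pass the test, with 2395 ± 925 in males and 2552 ± 924 in females (M:F ratio 0.939, limma adjusted p = 0.970). Its log2 difference was -0.10 with an SE of 0.26, so a moderate difference is not excluded. SOX9 and WNT4 were below the detection level in every embryo, with mean signals of 20.4 and 73.0 in males and 14.3 and 58.1 in females. NR5A1, the gene of STF1, reached the detection level in only 2 males and 3 females, with 113 ± 40.1 and 120 ± 44.8 (exact permutation p = 0.723).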

In our male- and female-biased gene lists, we do not find homologs of other genes involved in the mammalian gonad differentiation pathway, such as: STF1, SOX3, SOX9 or WNT4 [16]. In the chicken, these four genes are not located on the Z chromosome. In humans, loss of a copy of the sex determinant DMRT1 can lead to sex reversal in which a genetically male individual adopts a female phenotype [25]. DMRT1 is Z-linked and sexually dimorphic in the chicken gonad [26,27]. DMRT1 is required for male gonadal sex determination [13]. This gene has homologs in mammals, flies and worms, which are also involved in sex determination [27]. However, in our gene lists, DMRT1 is not significantly male-biased: Gga.260.2.S1_a_at, M:F ratio 1.3, q-value 54%.

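DMRT1 had a higher mean signal in males, 525 ± 170 against 402 ± 107, but did not pass the test. Its M:F ratio was 1.31 and its log2 difference 0.37 (SE 0.17, adjusted p = 0.534 in limma, exact permutation p = 0.051). A single male, embryo 3, was well above the other 8. The other DMRT1 probesets did not reach the detection level in any embryo. Of the 33 genes listed for gonadal sex determination 11 were expressed, and FEM1C was the only one that passed, male-higher, over all genes or over the list alone. FST, the follistatin gene on Z, had a ratio of 2.69 with wide scatter, 1172 ± 880 in males and 435 ± 277 in females (adjusted p = 0.467). As a set these genes did not differ between the sexes in camera (adjusted p = 0.194, and 0.426 with an estimated correlation).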

The lack of Z chromosome-wide compensation in gastrulating chicken embryos could be explained because male-biased genes were selected to escape compensation in order to serve an active role in male sex determination. In a series of previous studies [7][8][9][10][11], no sex-biased gene was reported to be implicated in sexual determination or differentiation [7][8][9][10][11]. To re-examine this possibility, a gene ontology (GO) analysis test was conducted on the differentially regulated genes between males and females. The quality of the chicken genome GO annotation is extremely poor compared to mouse and human. To circumvent this, we developed an annotation database called Manteia (see Methods section; manuscript in preparation), which links the chicken Affymetrix probesets to the corresponding NCBI or ENSEMBL gene models and merges the available information for both. In addition, Manteia offers the possibility to enhance this annotation by inferring to the chicken gene models the annotation (such as GO terms) of their corresponding human and mouse orthologs. The database provides convenient statistical tools to evaluate the enrichment of GO (or phenotype, see below) categories compared to the genome or to the transcriptome represented on the microarray using an approach originally developed for GoMiner [28].

The GO enrichment analysis tool in Manteia was used to analyze the enrichment in specific GO categories associated with sexual and particularly male differentiation in genes that are expressed significantly higher in males (Additional file 1). The GO enrichment was conducted using the hypergeometric distribution corrected for multiple testing using the Benjamini-Hochberg false discovery rate approach. This analysis identified significant GO terms, such as steroid hormone biosynthesis, steroid hormone receptor activity, spermatid differentiation and androgen receptor signaling pathway enriched in the Z chromosome non-compensated genes (Table 1). The 20 genes belonging to the categories above and to other sex-related GO terms were extracted, 16 of which were on the Z chromosome. From a manual Pubmed search, it was found that ACAA2, AMACR, BBS4, FANCC, FANCG, HEXB, HMGCR, HSD17B4, NR2C1, PAP2a, PELOTA, PLAAP, PRKAA1, PTGER4, SPIN1, StARD4, ZCCHC7, ZCCHC9, DnaJ (Hsp40) homolog subfamily A and C-8 sterol isomerase activity (Table 2) were involved in sex differentiation.

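Of the 25 probesets of Table 2, which stand for 20 genes, 24 were male-higher. PRKAA1, a catalytic subunit of AMP-activated protein kinase, had 690 ± 107 in males and 306 ± 52.0 in females, an M:F ratio of 2.26 (adjusted p = 1.8e-06). AMACR, which acts on branched-chain fatty acids and bile acid intermediates, had 6527 ± 597 and 3297 ± 791, a ratio of 1.98 (adjusted p = 1.7e-05). ACAA2, a thiolase of mitochondrial fatty acid oxidation, had 8539 ± 857 and 4857 ± 323, a ratio of 1.76 (adjusted p = 3.7e-07). The smallest differences were those of PLPP1 and of DNAJA1, where the ratios of 2 probesets were 1.38 and 1.66. Every male was above every female for 13 of the 25 probesets.

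Of these genes 16 were measured under a current gene name, and 14 of them were male-higher and none female-higher, also with adjustment over the list alone. The 2 that did not pass, BBS4 and NR2C1, are autosomal, and for both the brightest probeset did not differ between the sexes. The set was shifted to males in camera (adjusted p = 3.4e-32, and p = 3.8e-07 with an estimated correlation). Against other Z-linked genes only, the adjusted p was 0.0027, and 0.064 with an estimated correlation. The study chose these genes on the same embryos, so their shift is not independent evidence.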

**Table 1:** GO analysis of male-biased genes.

***GO ID***	***Description***	***Raw P-value***	***Adjusted P-value***	***Level***
GO:0006694	steroid biosynthetic process	0.0005	0.01	7
GO:0016126	sterol biosynthetic process	5.712e-05	0.0028	8
GO:0048515	spermatid differentiation	0.06	0.18	7
GO:0030521	Androgen Receptor Signaling Pathway	0.01	0.11	8

Only terms related to sex differentiation and reproduction are included.

**Table 2:** Male-biased genes implicated in steroid metabolism, steroid receptor activity and spermatid and testis development.

***Probeset***	***M:F***	***Gene Title***
Gga.3546.1.S1_at	1.95	hydroxysteroid (17-beta) dehydrogenase 4 (HSD17B4)
Gga.13352.1.S1_at	1.39	zinc finger, CCHC domain containing 7 (ZCCHC7)
GgaAffx.21299.1.S1_at	1.68	TSA*
Gga.15107.1.S1_at	1.43	3-hydroxy-3-methylglutaryl-Coenzyme A reductase (HMGCR)
Gga.17463.1.S1_at	1.45	zinc finger, CCHC domain containing 9 (ZCCHC9)
GgaAffx.11953.1.S1_s_at	1.61	C-8 sterol isomerase activity, Hypothetical protein, clone 7e2Gg-AFFY-23616
Gga.7688.2.S1_s_at	1.79	TSA*
GgaAffx.11719.1.S1_s_at	1.76	acetyl-Coenzyme A acyltransferase 2 (ACAA2)
GgaAffx.9426.1.S1_at	2.26	protein kinase, AMP-activated, alpha 1 catalytic subunit (PRKAA1)
Gga.15316.1.S1_s_at	2.00	StAR-related lipid transfer protein 4 (StARD4)
GgaAffx.12320.1.S1_at	1.75	TSA*
Gga.9708.2.S1_a_at	1.23	Phosphatidate phosphohydrolase type 2a (PAP2a)
Gga.5644.1.S1_s_at	1.38	DnaJ (Hsp40) homolog, subfamily A, member 1RCJMB04
Gga.5644.2.S1_s_at	1.66	TSA*
Gga.7400.1.S1_at	1.62	Bardet-Biedl syndrome 4 protein (BBS4)
Gga.3857.1.S1_s_at	1.73	Fanconi anemia, complementation group G (FANCG)
GgaAffx.8007.1.S1_at	1.73	Fanconi anemia, complementation group C (FANCC)
Gga.12867.1.S1_at	1.74	nuclear receptor subfamily 2, group C, member 1 (NR2C1)
Gga.9970.1.S1_at	1.74	Hexosaminidase B (HEXB)
Gga.4322.1.S1_at	1.76	Spindlin-1 (SPIN1)
GgaAffx.1170.1.S1_at	1.91	Phospholipase A-2-activating protein (PLAAP)
GgaAffx.8764.1.S1_s_at	1.63	pelota homolog (Drosophila) (PELOTA)
GgaAffx.12386.1.S1_at	1.66	TSA*
GgaAffx.9422.1.S1_at	1.61	prostaglandin receptor EP4 subtypeL (PTGER4)
GgaAffx.11974.1.S1_at	1.98	alpha-methylacyl-CoA racemase (AMACR)

TSA*, probeset corresponds to the same gene as the immediate above.

In *Drosophila*, PELOTA mutation causes a male-specific failure of spermatocyte meiosis [29]. In the mouse, Spindlin (SPIN1 homolog) encodes a protein associated with the oocyte meiotic spindle [30], and is highly similar to *Ssty*, a gene on the Y chromosome that is exclusively expressed in spermatids, and which is important for their development [31]. 

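The W-linked SPINW probeset had a signal of 86.5 ± 30.9 in females and 8.63 ± 9.17 in males. Every female was above every male (exact permutation p = 4.11e-05), but only 1 female and no male reached the detection level, so expression in females was at or below the level that could be detected. SPIN1, its homolog on Z, had 6426 ± 607 in males and 3661 ± 543 in females, an M:F ratio of 1.76 (adjusted p = 9.0e-06 in limma).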

Female chickens also have a SPINW homolog (Gga.1845.1.S1_at) on the W chromosome, but it is not expressed at this stage (data not shown), suggesting that the identified Z-linked SPINZ homolog could, in fact, be related to Ssty. Thus, male-biased expression of Z-linked PELOTA and SPINZ may play a role in spermatocyte development in the chicken.

Strikingly, enzymes involved in steroid synthesis and genes mediating testosterone activity are enriched in the noncompensated, male-specific Z-linked genes. Testosterone, one of the major steroids, is synthesized from cholesterol. We identified several genes involved in cholesterol synthesis - such as ACAA2 (acetyl-Coenzyme A acyltransferase 2) and HMGCR (3-hydroxy-3-methylglutaryl-Coenzyme A reductase), the rate-limiting enzyme in cholesterol synthesis - that are enriched in male-biased genes. StARD4, which is implicated in transporting cholesterol for steroid synthesis; the C-8 sterol isomerase, the prostaglandin receptor EP4, subtype L (PTGER4) and the hydroxysteroid (17-β) dehydrogenase (HSD17B4) are also found in the Z-linked dimorphic genes.

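The 2 probesets of C-8 sterol isomerase had M:F ratios of 1.61 and 1.79 (adjusted p = 5.3e-04 and 3.0e-04). Of 18 measured genes of cholesterol synthesis, such as SQLE (0.937), FDFT1 (1.05), DHCR7 (0.910), LSS (1.01) and HMGCS1 (1.12), the only Z-linked one, none passed the limma test. None passed with adjustment over the list alone, none had an unadjusted p under 0.05 and the SAM-type test called 0. These 5 genes were picked after their values were seen. The number expected by chance was 0.515, so a count of 0 tells little, and the set was not shifted in camera (adjusted p = 0.533, and 0.735 with an estimated correlation).

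Probesets without a gene in the annotation, such as those of C-8 sterol isomerase, were not counted in this list. In a list of steroid hormone genes 2 of 13 measured, HSD17B4 and StARD4, were male-higher, the same 2 with adjustment over the list alone. The receptor coactivators NCOA1 (1.05) and NCOA3 (0.978) did not pass, and the list was not shifted (camera adjusted p = 0.166, and 0.300 with an estimated correlation). Both male-higher genes are Z-linked.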

The androgen receptor mediates testosterone or dihydrotestosterone activity and is dimorphically expressed in the adult mouse brain [32]. Nuclear receptor subfamily 2, group C, member 1 (NR2C1), also called testicular receptor 2 and which is normally expressed in testis and prostate in mammals, is acting as a co-receptor of an androgen receptor [33]. It is also listed as a non-compensated Z-linked gene. 

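NR2C1, an orphan nuclear receptor gene on chromosome 1, had a signal of 654 ± 58.6 in males and 376 ± 78.0 in females on the probeset of Table 2. The M:F ratio was 1.74 (log2 difference 0.82, SE 0.11, adjusted p = 4.9e-05), and every male was above every female. A brighter NR2C1 probeset had 2456 ± 778 in males and 2889 ± 506 in females, a ratio of 0.850 (adjusted p = 0.821), with male 3 and female 1 well below the rest. The last, which is the NR2C1 probeset in Additional file 5, had 125 ± 43.6 and 85.5 ± 30.6, a ratio of 1.47 (adjusted p = 0.382). Only 1 of the 3 probesets was thus male-higher.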

Additional genes that are involved in the control of reproductive functions (such as, hexosaminidase B [HEXB]), which is involved in the breakdown of gangliosides), are also found in the non-compensated Z-linked genes. In humans, mutations of HEXB cause Sandhoff disease, a progressive neurodegenerative disorder characterized by an accumulation of GM2 gangliosides in neurons. Additionally, HEXB has been shown to have much higher activity in male infants. This bias is correlated with higher testosterone levels in males [34]. This supports the notion that chicken orthologs of these genes are involved in sexual differentiation.

Using the MGI (Mouse Genome Informatics) phenotype descriptions of mouse knockouts in Manteia, the enrichment in specific phenotypes in the mouse orthologs of the non-compensated chicken genes of the Z-chromosome was calculated. Significant enrichment was found in categories, such as seminiferous tubule degeneration (three genes, *p *= 0.002), abnormal seminiferous tubule morphology (six genes, *p *= 0.00091), abnormal testis morphology (eight genes, *p *= 0.00088), abnormal sex gland morphology (eight genes, *p *= 0.0049), abnormal male reproductive anatomy (eight genes, *p *= 0.002), small testis (five genes, *p *= 0.01), abnormal fertility/fecundity (12 genes, *p *= 0.002), reproductive system phenotype (13 genes, *p *= 0.07), and abnormal male reproductive physiology (eight genes, *p *= 0.004). The genes associated with these phenotypes largely overlap the ones identified by GO analysis (Additional file 9).

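Of the 13 genes of Additional file 9, 6 are also in Table 2. Among the 12 that were measured, 8 were male-higher and none female-higher, and 10 were male-higher with adjustment over the list alone. PDE4D, a cyclic AMP phosphodiesterase gene, had a signal of 498 ± 143 in males and 274 ± 71.8 in females, an M:F ratio of 1.82 (adjusted p = 0.0076). FANCC, a gene of the Fanconi anaemia pathway of DNA repair, had 324 ± 49.4 and 188 ± 19.7, a ratio of 1.73 (adjusted p = 1.6e-05). PLIN2, a lipid droplet protein gene, had a ratio of 1.59 (adjusted p = 0.0022), and AP3B1, an adaptor of vesicle transport, had 1.54 (adjusted p = 1.2e-05). BBS4 and PAFAH1B1, the 2 autosomal genes, did not differ on their brightest probesets.

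The set was shifted to males in camera (adjusted p = 3.8e-16, and p = 3.0e-06 with an estimated correlation), but not against other Z-linked genes (adjusted p = 0.184). These genes too were chosen on the same embryos and are not independent evidence.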

GO analysis of the 114 compensated Z genes revealed that the major categories enriched include: intracellular signaling cascade (22 genes) or regulation of transcription (21 genes), but do not include significant processes related to sex determination or differentiation (data not shown) [8-10]. Strikingly, the FEM1C gene, which acts downstream of the DMRT1 homolog Mab3 in the *C. elegans *sex determination cascade, belongs to this list of compensated genes [1]. 

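FEM1C had 2 probesets, and only the dimmer one was in the compensated range. It had a signal of 216 ± 43.9 in males and 203 ± 41.8 in females, an M:F ratio of 1.06 (adjusted p = 0.933). The brighter probeset had 2288 ± 217 and 1571 ± 179, a ratio of 1.46 (log2 difference 0.55, adjusted p = 3.0e-04 in limma), which lies between the classes. Male 3 was above and female 9 below the other embryos of their sex on it.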

Using the MGI data, enrichment in specific phenotypes for the mouse orthologs of these chicken genes was also analyzed, revealing that 32 of these genes are associated with lethality-embryonic perinatal phenotypes (*p *= 0.0003791394). The most significant phenotypes observed were related to the nervous system and muscle development, but no enrichment for phenotypes related to sexual differentiation was observed (data not shown).

### Early dimorphic expression in the developing embryo of genes implicated in steroid hormone activity and reproduction

We performed *in situ *hybridizations to validate some of the female- and male-biased genes. The sex of embryos was ascertained by genotyping with PKCIW-based PCR before processing for *in situ *(Figure 4a). The expression patterns of two female-biased genes, PKCIW and thioredoxin-like 1 (TXNL1) were examined. Consistent with the microarray data and a previous report [15], PKCIW is constitutively expressed in females but not at all in males (Figure 4b and 4c). 

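The TXNL1 probeset of the Z-linked gene was higher in males, with 15427 ± 1220 in males and 9690 ± 678 in females, an M:F ratio of 1.59 (adjusted p = 2.1e-06 in limma). The probeset with the paper's high female ratio had 291 ± 61.9 in females and 25.9 ± 15.9 in males. No male reached the detection level, so it was at least 2.20-fold higher in females (adjusted p = 6.9e-05), with 1 female well below the other 8. It has no placed gene in GRCg7b. A probeset that the paper's tables place on the same stretch of Z reads LOC107049459, which GRCg7b places on W, with 575 ± 136 in females and 42.3 ± 27.1 in males, at least 4.34-fold higher (adjusted p = 1.6e-06).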

TXNL1, a Z-linked gene, is expressed 11 times more strongly in females than in males based on microarray analysis (Additional file 2). *In situ *hybridization indicates that it is expressed in females, but is almost undetectable in males (data not shown). To validate genes with an approximate two-fold expression difference between males and females, the following genes - PELOTA, FANCG, HSD17B4, PGTER4 and StARD4 - were randomly chosen to perform double *in situ *hybridization with a PKCIW-specific *in situ *probe. 

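All 5 genes were higher in males on the arrays. HSD17B4, which acts in peroxisomal fatty acid oxidation and on steroids, had a signal of 2145 ± 248 in males and 1097 ± 131 in females, an M:F ratio of 1.95 (log2 difference 0.97, SE 0.09, adjusted p = 1.1e-06). FANCG, a DNA repair gene, had 540 ± 90.7 and 313 ± 64, a ratio of 1.73 (adjusted p = 8.6e-04), and male 8 was the lowest male for both genes, well below the rest. PELOTA had 3890 ± 359 and 2341 ± 188 on its brighter probeset, a ratio of 1.66 (adjusted p = 1.8e-06), and 1.63 on the other (adjusted p = 0.0027). StARD4, a sterol transport gene, had 779 ± 175 and 446 ± 128, a ratio of 1.75 (adjusted p = 0.0079), and PTGER4, a prostaglandin receptor gene, had 250 ± 44.0 and 155 ± 43.2, a ratio of 1.61 (adjusted p = 0.0066). A second StARD4 probeset had a ratio of 2.00 and did not pass limma (adjusted p = 0.060, exact permutation p = 0.0051). Every male was above every female for HSD17B4 and the brighter PELOTA probeset only (exact p = 4.11e-05).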

The PKCIW *in situ *signal was revealed first using Tyramide fluorescent substrate (Methods) to ascertain the sex of the embryo (Figure 5a). The stages of male and female samples were carefully identified based on morphology. Then, the *in situ *signals of stage-matched female to stage-matched male embryos were compared (Figure 5b-f) (see Methods). For each gene, four pairs of female/male samples in average were compared. At HH4, the stage when the microarray samples were prepared, both female and male embryos expressed these genes. The expression domains are largely in the anterior half of the embryo proper and are similar in females and males. However, males exhibited an apparent stronger staining (Figure 5b-f). We also analyzed their expression patterns at HH5 and HH6, when the head process and neural plate begin to take shape. In several of the genes, expression levels increase from HH4 to HH5. The dimorphic expression exists at these stages as well (data not shown). Interestingly, although the spatial patterns of most of the genes are somewhat different, the expression was usually highest in the head process and neural plate (data not shown).

**Figure 4:**
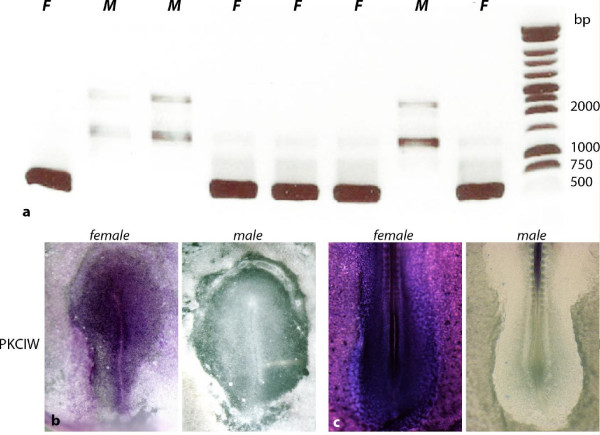
**Female-biased gene expression**. (**a**) The sex of samples can be pre-identified by PKCIW-based PCR genotyping. A PCR product of 500 bp indicates female genotype. F, Female, M, Male. (**b**) and (**c**) PKCIW is expressed in the female but not in the male at HH4 (**b**) and HH15 (**c**). In the male embryo (**c**), the staining in neural tube cavity is non-specific.

**Figure 5:**
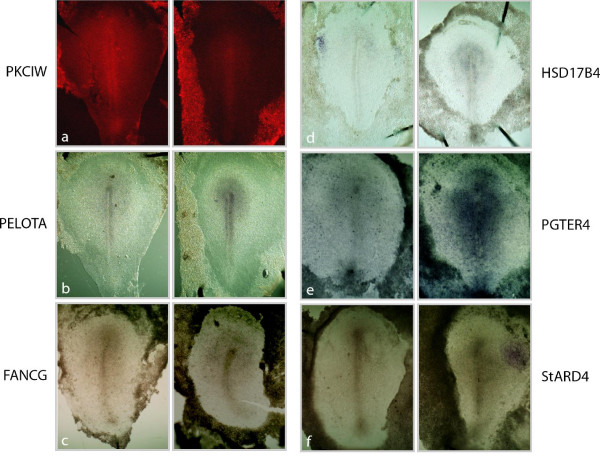
**Male-biased gene expression**. (**a-g**) HH4, dimorphic expression of PKCIW (**a**), PELOTA (**b**), FANCG (**c**), HSD17B4 (**d**), PGTER4 (**e**) and StARD (**f**). (**a**) and (**b**) are the same female and male embryos hybridized by the two different probes. In each panel, the embryo on the left is female and on the right is male.

## Conclusions

In this report, we used a microarray approach to analyze genes exhibiting sexual dimorphism in the primitive streak of gastrulating male and female chicken embryos, several days before the appearance of gonadal primordia and sexual differentiation. Thus far, the earliest embryos analyzed by this approach were harvested at day 4 [6,7,9], around the beginning of sexual differentiation. Strikingly, we observed that even before the segregation of the three embryonic germ layers, a large number of genes present on the Z chromosome are expressed at a much higher level in males than in females. Since males exhibit two copies of the Z chromosome and females only one, these results are consistent with inefficient dosage compensation of the Z chromosome genes in the chicken [7,8].

During late embryonic stages in mammals, the developing testes secrete two major hormones: anti-Mullerian and testosterone. The anti-Mullerian hormone inhibits the female development of the reproductive tract and external genitalia, while testosterone promotes masculine development [35]. Testis-derived testosterone not only induces male configuration of the reproductive tract and external genitalia, but also circulates to induce permanent changes in discrete nuclei of hypothalamus and other regions of the brain, leading to structural differences and distinct mating behaviors [36]. It is generally believed that testis is the main, if not the only, source of testosterone that acts on the embryonic and adult male brain. This concept is supported by the fact that the brain of castrated male mice is transformed into a female-like brain [37], which highlights the importance of testis and testosterone in the differentiation of dimorphic structures of the brain. In birds, steroid hormones also play important roles in somatic sex dimorphism, especially in the dimorphism of brain regions controlling singing behaviors of song birds, such as zebra finches [38]. However, gonads seem to have little or no role in sex dimorphism in the adult zebra finch brain, since castrated males can still sing male-specific courtship songs [39]. Existence of gynandromorphs in birds clearly supports the notion of sexual dimorphism being largely independent from circulating hormone levels. In some gynandromorph birds, each side of the animal exhibits secondary sexual characteristics, such as feather coloration and patterns that are specific to each sex [40]. In a reported case, one half largely developed like a female, despite the presence of a testis [40].

Our data demonstrate enrichment for genes involved in male sexual differentiation among the non-compensated Z-linked genes. Dimorphic expression of these genes at the gastrulation stage in chicken embryos is striking and can hardly be related to gonadal development, suggesting that, rather, they act on somatic tissues. Interestingly, male zebra finch brain tissue has been shown to be capable of synthesizing estrogen locally. This autonomous synthesis of estrogen is necessary and sufficient for some aspects of male-specific neural development *in vitro *[41,42]. Given the profound effect of testosterone on differentiation of both gonadal and somatic sex, it is tempting to suggest that the chicken may have evolved a mechanism different than mammals to synthesize high levels of testosterone for somatic sex differentiation in males independent of testis formation. Male-biased expression of Z-linked sex differentiation gene expression is likely a result of ineffective dosage compensation.

## Methods

### Sample preparation and microarrays

Fertilized White Leghorn chicken eggs were purchased from commercial sources. Embryos were incubated at 38°C for 23 h to reach HH4-4^+ ^before harvesting. A 400 micron × 400 micron square tissue consisting of the three germ layers was excised at the 70% to 90% primitive streak level of an individual embryo. In this way, the primitive streak proper and epiblast lateral to it were sampled. Thus, this tissue encompasses the prospective somitic mesoderm, neuroectoderm and endoderm. Total RNA was extracted, amplified two cycles and biotin-labeled before being hybridized to Affymetrix Chicken GeneChips. Detailed procedures are essentially the same as previously described [43]. In total, 18 samples were prepared from 18 individual embryos randomly chosen with regard to sex. Sexes were identified by virtue of the presence or absence of high expression of PKCIW genes in 9 of the 18 samples. To monitor the quality of RNA extraction and amplifications during the procedures, some embryos were electoporated with plasmids expressing various constructs, such as the fluorescent reporter Zsgreen. Since no statistical difference was observed in the sexually dimorphic genes between control and electroporated embryos of the same sex, all the samples were subsequently pooled in the analysis. Original microarray data was deposited into NCBI-GEO with access using the following link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=xxoffuogsawoavo&acc=GSE16064

### Data processing

The original dataset consisted of 38535 probesets. Since the chicken genome is not very well annotated in terms of the genes corresponding to probesets, and hence to avoid losing information, we decided to treat each probeset as a potential gene. The dataset was normalized by Affymetrix Microarray Suite 5 (MAS5) preprocessing method. To remove the unexpressed genome, the dataset was filtered on the present calls calculated from MAS5. Probesets that were called "Present" in at least one half of the total samples were selected, resulting in 14548 probesets (37% genome). Significance Analysis of Microarrays (SAM) was used to identify differentially regulated genes at a cutoff of a 5% FDR. Applying different thresholds for filtering (Present in one third of the samples, 6 of 18) yielded similar results after SAM analysis. The significance of overlaps between two sets of genes was calculated by defining the appropriate sample space (filtered list of 14548 probesets for differentially expressed genes and Z-chromosome probesets for compensated and non-compensated overlaps) and then randomly selecting the specified number of genes in each group. This was simulated 10000 times to obtain a *P*-value. The comparisons with Melamed and Arnold studies [8] were done using DAVID [44] by extracting the Entrez gene identifiers from the ID conversion interface. The probeset annotation consisted of standard chicken genome annotation as well as from orthology to other organisms (computed by Manteia). Some of the probesets corresponded to 2 or more models of the same gene. This duplication of probeset-gene annotation can result in faulty conclusions in GO analysis. Manteia removes the multiplicity of annotation by assigning a single gene to a probeset by either removing the most poorly annotated genes or choosing one randomly when all are well annotated. In Table 2, when multiple probesets corresponded to a single gene, only the probesets with significant fold change were retained. All statistical analyses and graph generation were conducted using the Bioconductor 2.0 package on R-2.6.1 platform.

### GO analysis

The 406 differentially regulated probesets between males and females corresponding to 246 Ensembl genes were chosen for further analysis. Manteia-GOstat interface http://research.stowers-institute.org:8000/Manteia was used to calculate the significantly enriched GO categories in the dataset. The *P*-values were corrected for multiple tests using FDR [45]. Some of the relevant GO Biological Process (BP) categories along with their adjusted *P*-values are listed in Table 1. Some of the BP categories (such as, "steroid BP" and "Sterol BP") were significantly enriched; whereas, other categories (such as "spermatogenesis") have a *P*-value < 0.2, and thus were not included.

### Cloning and *in situ *hybridization

Genes were cloned by PCR amplification using sequence-specific primers and cDNA prepared from a mixed pool of HH3 to HH6 chicken embryos. To make antisense *in situ *probes, T7 transcription sequence was added to the 3' reverse primer. Antisense *in situ *probes were made using T7 *in vitro *transcription reactions with the PCR products as templates. The primer sequences for the cognitive genes are listed as follows (The T7 promoter sequence is highlighted in bold.):

FANCG: forward (AACTACAGGCACCTTTGCACC); reverse (**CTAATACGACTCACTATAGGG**GGCTATTTCCACTCCTGATCTC).

HSD17B4: forward (GGAGCTTCAGTGGTTGTGAATG); reverse (**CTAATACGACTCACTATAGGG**CTGCTGCGGAGAAACAAAGGAG).

PELOTA: forward (TACCACACCATTGAGCTGGAGC); reverse (**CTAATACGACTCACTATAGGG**TCTGTTTCTGGTACTGCTGGAG).

PGTER4: forward (AAGTCCAGGAAGGAGCAGAAGG); reverse (**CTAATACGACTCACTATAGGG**TTCAATGTCTCAGTGGGGAAGG).

PKCIW: forward (CTGTGAGATACCCACCCTCAG); reverse(**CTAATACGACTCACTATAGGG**AAGCAGTGTCAAAACTCCGAG).

StARD4: forward (ATGCAGTGGTGTGGCGTAAACC); reverse (**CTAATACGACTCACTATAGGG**CCAGAGGAACATCTTCCATGTG).

TXNL1: forward (TGAGTAACAAGTACCCTCAGG); reverse (**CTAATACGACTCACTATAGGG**CACGTAATGGGGATTACAACAG).

To identify the sex of embryos before harvesting for *in situ*, we genotyped embryos using PKCIW 3' UTR-specific, primer-based PCR reactions on genomic DNA. Briefly, a piece of embryonic tissue was extracted and lysed in lysis buffer. 2 μl of crude lysate was added as a template to PCR reaction using the primer pair: forward (CTGTGAGATACCCACCCTCAG)/reverse (TGAGATACCCACCCTCAGTCC). Genomic DNA of female embryos gives rise of a product band of 500 bp, but does not in male embryos. Fluoresceine-labeled antisense riboprobes of genes of interest were synthesized *in vitro*. *In situ *probes were co-hybridized with Digoxigenin-labeled PKCIW probes to HH4-to-HH6 embryos. Alkaline phosphotase conjugated anti-fluoresceine Fab and horseradish peroxidase conjugated anti-Digoxigenin Fab (Roche) were diluted and added together at 1:1000. First, PKCIW *in situ *was revealed as red fluorescence with fluorescent TSA-Cy3 substrate (Perkin Elmer). Then, the sex of samples was identified by the presence or absence of PKCIW *in situ *signal. Samples were then regrouped as females or males. The *in situ *signal of the gene of interest was revealed by adding NBT/BCIP substrate for alkaline phosphotase reaction. Time of coloration was the same for the female group and male groups. Female and male samples of the same gene were photographed at the same illumination and exposure conditions so that *in situ *signals could be directly compared.

## Abbreviations

HH: Hamburger and Hamilton; FDR: false discovery rate; MHM: male hypermethylated region; GO: gene ontology.

## Authors' contributions

OP and SOZ designed the experiments. SOZ performed the experiments and interpreted the results. SM performed the statistical and GO analyses. GH participated in the statistical analysis. OT developed Manteia. OP carried out some of the GO analyses. SOZ, SM and OP wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of the probesets that are expressed significantly higher in males than in females**. The cutoff is set at 5% FDR. Click here for file

Additional file 2 **List of the probesets that are regarded as male-biased**. The cutoff is set at M:F ratio of 1.5. Click here for file

Additional file 3 **List of the probesets that are expressed significantly higher in females than in males**. The cutoff is set at 5% FDR. Click here for file

Additional file 4 **List of the probesets that are regarded as female-biased**. The cutoff is set at F:M ratio of 1.5. Click here for file

Additional file 5 **List of all the 689 chrZ probesets that are expressed in day-1 embryos**. The M:F ratios of these probesets are calculated. Click here for file

Additional file 6 **List of the probesets that are regarded as compensated**. The criteria is M:F ratio value in the range of 0.8-1.3. Click here for file

Additional file 7 **List of the probesets that are regarded as non-compensated**. The criteria is M:F ratio value greater than 1.5. Click here for file

Additional file 8 **Amplitude map of Z chromosome gene expression**. The running averages of absolute values of log_2 _(M:F) are plotted along Z chromosome position. Click here for file

Additional file 9 **List of mouse genes with orthologs in the list of chicken non-compensated Z genes**. These genes are involved in mouse male reproductive traits as indicated by GO analysis. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

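The authors' MAS5 signals of 38535 probesets in 18 embryos were used as deposited, on a linear scale. Per the authors, these intensity values had been made with MAS5, which corrects background, sums the probe pairs of a probeset and scales each array. Values were turned to log2 with no added constant. The 96 control probesets were left out of all tests. Arrays were scaled by the authors to a trimmed mean of 500 and were not normalized again, except where an alternative says so.

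Expression was called with a detection level of 129, set so that 14548 probesets have a 9th-highest signal at or over it. The 689 Z-linked probesets of Additional file 5 were all kept, 578 over the filter and 111 below it, which gave 14659 tested probesets. Gene names and chromosomes came from the GRCg7b annotation of the probes: 11752 tested probesets read 1 gene, 68 read several and 2839 read none, and 11055 were autosomal. Positions along Z came from Additional file 5, whose genome build it does not name. Of its 689 probesets GRCg7b places 533 on Z, 6 on W and 2 on chromosome 1, and 148 are unplaced. Ratios of mean signals were within 0.143% of those in Additional file 5.

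Differences between the sexes were tested with limma 3.58.1 in R 4.3.3, with 1 coefficient for sex and Benjamini-Hochberg adjustment over all tested probesets. All tests were 2-sided. The SAM-type test was written anew with a fixed seed. Exact permutation p-values used all splits of the 18 embryos into 9 and 9. Gene lists were tested with camera at a set correlation and again with an estimated one, on the brightest probeset of each of 7898 genes. Mixtures were fitted with mclust 6.1.1. The peak count used a kernel density with the Sheather-Jones bandwidth, 0.0855. Running averages took 30 ratios, and bootstraps drew embryos within each sex 1000 times.

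The limma and SAM-type tests were tried on made data with the same number of embryos. At each of 4 sizes 50 probesets were changed, raised or lowered in males in turn. At 1.3-, 1.5-, 2- and 4-fold limma found 9, 30, 47 and 48 of 50 with 5 false calls, and the SAM-type test found 13, 31, 47 and 48 with 10 false calls. Differences under 1.5-fold were thus often missed.

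The tests, their alternatives and the 15 gene lists were chosen before the data were examined, except where a passage or the closing section says otherwise. The alternatives were another test, other transformations and filters, quantile normalization, 1 probeset for each gene, array weights, a replicate block, other windows along Z and leaving out each embryo in turn. Those added later were a Z set by current annotation, the same filter for Z and autosomes, and counts without 4 embryos.

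Genes are named by a rule: the genes named in the paper's text and Table 2, the 10 largest male-higher and female-higher differences, up to 4 genes past the test from each list with the largest difference, autosomal male-higher genes with their other probesets, and calls outside the paper's tables. The paper's tables had been seen when the rule was written. Other genes are named as picked after their values were seen. Left out were the in situ hybridization experiments, the Gene Ontology annotation of the authors, which was rebuilt here only as fixed gene lists, and comparisons with other tissues and stages, which these arrays do not hold.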

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

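The values below come from rules set beforehand, and no test on them was chosen after the result was seen. The lone embryos were found among 184 groups of 9 embryos, where about 9.2 would be expected by chance and 16 were found.

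Male 8 had the highest median Z signal relative to its autosomes, at -0.083, where the next male was at -0.16. Female 9 had a mean log2 signal of compensated probesets of 8.50, and the next female was at 8.60. Female 6 had a mean log2 signal of non-compensated probesets of 9.08, next to 8.98.

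For FEM1C, male 3 had a log2 signal of 11.45, next to 11.23, and female 9 had 10.14, next to 10.60. HSD17B4 and FANCG were low in male 8, at 10.66 (next 10.95) and 8.37 (next 8.92). DMRT1 was high in male 3, at 9.87 (next 9.11). The female-higher TXNL1-like probeset was low in female 5, at 7.36 (next 8.00), and the STAT-related gene had almost no signal in male 6, at 1.88 (next 4.41). MCC was low in male 2, at 8.87 (next 9.71). The brighter NR2C1 probeset was low in male 3, at 9.30 (next 10.86), and in female 1, at 10.75 (next 11.41). DENND2B was high in male 2 on both its probesets, at 12.12 (next 11.92) and 11.80 (next 11.40). GUSB was low in female 9, at 9.88 (next 10.27).

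Among probesets outside the paper's tables, a second HINTW probeset was higher in females with a log2 difference of -2.80, a W-linked probeset of UBAP2L2 with -1.97, and a probeset without a placed gene with -3.90. No male was over the detection level for these last 2 probesets, so their differences are against background and their sizes are not fixed. SPATA5 on chromosome 4 was higher in females with -1.48. SETDB2 on chromosome 1 was higher in males with 1.02, and ANKRD31 with 1.07, where only 2 males and no female were over the detection level.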

How the results depend on the processing

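Tests marked as added were chosen after the result was seen. Female-higher and female-biased counts of 41 and 30 became 17 and 3 with the stricter filter, which removes genes absent in males by construction. The median Z minus autosomal signal in males, -0.17, was -0.12 with 1 probeset for each gene, -0.048 with all probesets outside Additional file 5 as reference, 0.29 with the stricter filter and 0.37 with the same filter on Z and autosomes, which was added. Compensated probesets, 200, were 96 with 1 probeset for each gene and 104 with the stricter filter, and non-compensated, 309, were 177 with 1 probeset for each gene, since fewer are counted. The lowest running average, 1.18, was 1.24 over 40 ratios, 1.24 with 1 probeset for each gene and 0.29 as amplitude, which is another measure. The difference between classes in females, -0.34, was -0.37 from odd to even embryos, -0.12 from even to odd and 0.64 with the stricter filter. Apart from the constructions named, the cause was not tested. Same-numbered males and females were not paired: their residuals correlated at 0.030 on average, and other pairs at -0.003. A replicate block gave 331 male-higher and 35 female-higher probesets and 21 Table 2 probesets, and MCC, BBS4, PLPP1, SETDB2 and STAG1 no longer passed. Without the 4 embryos apart on the first component, which was added, counts were 309 and 43. Leaving out each embryo in turn was run for the 4 counts, the Z means and the MHM region and kept these, with 347 to 370 male-higher probesets. Signals near the detection level limit the ratios of dim probesets.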

Differences from the paper's values

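The tests named here were chosen before their results were seen, except the same filter on Z and autosomes, which was chosen after.

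The paper's count of female-biased probesets on W was 8 and the count here was 13. On Z the paper's count was 4 and here 1 was found, and on chromosome 1 the paper's count was 3 and here 0. Placement was by GRCg7b here, and no alternative was set for these 3 counts. In the Z set of Additional file 5 there were 5 female-biased probesets here, 4 of them female-biased in the paper, and of the paper's 3 probesets on chromosome 1 only 1 was tested here. For Z against autosomes in males the paper's Wilcoxon p was 0.226 and the p here was 0.0032. It came near the paper's value with 1 probeset for each gene (0.289), but not with means for medians (0.0032), all probesets outside Additional file 5 (0.093), the stricter filter (4.4e-04), quantile normalization (0.0031) or any male left out (0.0021 to 0.0040). In females the paper's p was 1.107e-07 and here it was 2.5e-22. No alternative came near it: 1.6e-09 with 1 probeset for each gene, 1.1e-17 with all probesets outside Additional file 5, 1.7e-05 with the stricter filter, 2.5e-22 with quantile normalization or means, and 7.2e-23 to 7.7e-22 with a female left out. The paper's major peak of the ratio distribution was at 0.6 and here it was at 0.57 (bootstrap interval 0.53 to 0.61), with no alternative set for its position.

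In other respects the results also part from the paper. The paper calls the distribution of Z ratios trimodal, from a peak with shoulders, while here few bootstraps gave 3 or more peaks or 3 components. A shoulder is not a peak of its own, so a count of peaks cannot find it, and narrow peaks could not be resolved. These counts therefore do not decide against the paper. The autosomal and Z medians differed in males here in the main setting, in a direction that depended on the filter, where the paper finds no difference. The Wilcoxon p in males was 0.289 with 1 probeset for each gene and 0.093 with all probesets outside Additional file 5. This therefore does not decide against the paper. The paper finds the classes similar in females. Here the compensated class was lower, with a difference of -0.34 against SDs between probesets of 2.30 and 1.86. Different probesets are compared and the order was reversed with the stricter filter, so this does not decide against the paper. The paper also finds compensated genes similar in both sexes, while here they were 1.14-fold higher in males, in a class chosen on this ratio. Classes set on part of the embryos, which hold partly other probesets, gave a log2 value of 0.33 in the other embryos. The brighter FEM1C probeset lay outside the compensated range, while the paper lists the gene as compensated. NR2C1 is on chromosome 1 in GRCg7b and the paper treats it as Z-linked, and its probeset in Table 2 is not the one in Additional file 5. SPINW had more signal in every female than in any male here, at or under the detection level, where the paper reports no expression. The TXNL1 and BTF3 probesets with high female signal are W-linked or unplaced here, and their companions of the Z-linked genes were male-higher. The second StARD4 probeset of Table 2 did not pass the limma test, and passed it with array weights. Cholesterol synthesis genes with a current gene name held, as a list, no male-higher gene here, where the paper stresses this pathway.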

Other observations

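Of the tests below, those on W-linked copies, on Z-linked probesets below the filter, on the sex balance of the splits and on the other probesets of autosomal male-higher genes were chosen after the result was seen, and the remaining tests on the Z classes and on splits of the embryos before.

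The male-higher genes of the lists of mitochondrial respiration, ribosomal proteins and signalling were all Z-linked. Of 58 measured genes of mitochondrial respiration 4 passed the test, NDUFS4, COX7C (M:F ratio 1.57), ATP5I (1.53) and ATP5F1AZ, all among the 5 that are Z-linked, and the same 4 over the list alone. The list as a whole was not shifted in camera (adjusted p = 0.148, and 0.551 with an estimated correlation). Of 62 ribosomal protein genes, 4 of them Z-linked, only RPL17 was male-higher (ratio 1.30, adjusted p = 0.0053), also over the list alone (camera adjusted p = 0.063, and 0.711 estimated), and of 26 signalling genes, 4 of them Z-linked, only SMAD2 was (camera adjusted p = 0.307, and 0.439 estimated). Among 22 genes of Z-linked and W-linked pairs 16 were male-higher, 18 over the list alone, including CHD1, TCF4 (2.02, adjusted p = 0.018) and UBE2R2 (1.95, adjusted p = 3.1e-06), and HNRNPKL was female-higher. That list was shifted to males (camera adjusted p = 9.6e-29, and p = 1.7e-08 with an estimated correlation), but not against other Z-linked genes (adjusted p = 0.184).

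No gene passed limma on 7 lists with 90 measured genes, those of primitive streak, node and endoderm, epiblast and neural, blood, germ cell, stress and cholesterol synthesis genes, where small differences would often be missed. At an unadjusted p under 0.05 there were 4, DDX4 and APOA1 higher in males and DLX5 and SQSTM1 higher in females, picked after their values were seen, and the SAM-type test called 1. Camera gave adjusted p of 0.349 for primitive streak, 0.148 for node and endoderm, 0.643 for epiblast and neural, 0.198 for blood, 0.384 for germ cell and 0.941 for stress genes, and 0.551, 0.551, 0.711, 0.505, 0.551 and 0.954 with an estimated correlation. The only gene to pass over a list alone was DDX4, the germ cell gene VASA on Z, with a ratio of 1.45 (list adjusted p = 0.026, over all genes 0.117) and a signal of 163 ± 43.6 in males and 113 ± 30.7 in females. The mean of the stress list was above 0 while its median and its camera direction were below. NEDD4L, which GRCg7b places on W, was male-higher on 2 probesets, with ratios of 2.00 and 1.89 (adjusted p = 0.040 and 0.015). All 4 of its probesets are in the paper's Z set. Males have no W chromosome, so the male signal of these probesets cannot come from W.

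Z-linked probesets may divide into compensated and non-compensated classes for 3 reasons that were tested. The values argue against background signal compressing dim ratios only for 97 genes with 2 or more expressed probesets. Their brightest and dimmest probesets had log2 ratios that differed by only -0.0074 (95% interval -0.061 to 0.044). The dimmest still had a mean log2 signal of 8.79, so this says little about probesets just over the detection level. It stays open for those and for probesets below the detection filter. There the brightest probeset of 30 genes minus those below the filter gave 0.091 (95% interval -0.065 to 0.247). Genes that differ in their response to Z dosage would give like ratios on 2 probesets of a gene, and r was 0.515 over the 97 genes (permutation p = 1e-05, the smallest the draws can give), or 0.475 without the 2 farthest genes, although probesets of a gene share the same embryos. Noise in the classes would lose the class difference in other embryos, and 55.4% was kept, a value that does not decide. More embryos of each sex, with classes set in some and measured in others, would separate gene differences from noise, which the first predicts to leave the classes intact.

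Female-biased signal outside W in the paper's tables is consistent with W-linked copies. Of the 10 such probesets with a placed gene 9 (90.0%) lie on W in GRCg7b. For all female-higher probesets of those tables outside W the share was 52.9%, 9 of 17, which does not decide, while among all 41 female-higher probesets found here those with a ratio of 1.5 or less gave 0 of 9, all autosomal. That value does not decide either, since a low ratio leaves only 1 tested probeset of a W-linked gene. PCR on genomic DNA of both sexes with primers in each probeset's target would give a product in females only if the target is W-linked.

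Autosomal male-higher probesets could read another transcript than the rest of their gene. The 5 other expressed probesets of BBS4, CUL4B, DENND2B, NR2C1 and SETDB2 had a median log2 difference of -0.091 (-0.33 to 0.14), against 0.51 for the 7 called, and MTCP1 and TRMU had no other expressed probeset. Sequencing of RNA from male and female embryos would show whether an isoform or a Z-linked sequence carries the signal, since an isoform would map to the autosome and a Z-linked sequence would not.

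The counts were set against 100 splits of the embryos into 2 groups of 9, of which 1 is the real one. The larger of a split's 2 directions was compared, and the smallest share possible is 1 of 100. Only the real split gave 374 male-higher probesets (1 of 100 splits, highest other 284) and 278 male-biased (1 of 100, highest other 197). The female counts stood out less, since 2 splits reached 41 female-higher (highest other 284) and 30 female-biased (highest other 197). That other split, with 284 and 227 calls in its 2 directions, put all 4 embryos that stand apart on the first principal component on one side (exact p = 2.5e-04 for that component). Over both directions that split had more calls than the real one, with its 374 and 41. Structure among the samples can thus give counts far above the female ones, and these splits do not exclude it for the male ones. The next highest split had 13. For the 3 lists called by camera 36 of 100 splits gave as many, up to 8, so chance cannot be excluded for the number of lists. Many of these splits carry part of the sex difference, since 28 of 30 with 2, 3, 6 or 7 males in a group reached 3 lists, but so did 7 of the other 69, with 4 or 5 males in a group. Over the 18 embryos the first component had an r of -0.437 with the 3' to 5' ratio of GAPDH (permutation p = 0.070, rho -0.420, and r -0.407 without the 2 farthest embryos) and of -0.424 with that of actin (permutation p = 0.080).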
